A study of Homo sapiens and Mus musculus with 16 samples. Its data were reported in "Transcription factor switching drives subtype-specific pancreatic cancer" (2025).

How the data were processed

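ATAC-seq was performed on 16 samples, 4 replicates each of HPAF-II control (Cas9), HPAF-II HNF4G-KO, the KPC primary tumor cell line and the KPC liver mets cell line. Samples were assigned to groups from their titles. The study describes its KPC primary tumor and liver mets lines as matched and isogenic. The study's ATAC-seq methods name HPAF-II cells only. They describe the Omni-ATAC protocol, which uses a detergent mix that lowers mitochondrial background, and paired-end sequencing. How the KPC libraries were made is not stated there. The methods do not state the peak caller, its threshold, the shift of reads to the insertion site or the handling of replicates for ATAC-seq, and the region names resemble those given by MACS. For the study's ChIP-seq, replicates were combined into one library before peak calling with MACS2. Per-replicate reads were not analysed here.

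The deposited files were 4 region lists, 1 per group, in BED format with a score per region given by the authors. The scale of this deposited score is not stated, so it was used only to rank regions within their own list. Score ranges differed between the lists (21 to 1952 in control, 20 to 1482 in HNF4G-KO, 62 to 2301 in the primary tumor and 61 to 2251 in mets) and were not compared. The genome build is not stated in the files. All region ends lay inside the chromosomes of hg38 for HPAF-II and mm10 for KPC, and these builds were used. Coordinates are 1-based. A list with stronger or deeper libraries will hold more weak regions, and the number of reads behind each list is unknown, so counts of regions in one list mix changes in accessibility with differences in calling power.

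A region was shared where at least 1 bp overlapped the other list of the pair, and otherwise was in one list. Overlap replaced a count-based differential test, such as the study used for ChIP-seq, which needs reads per replicate, and no p-value was computed across regions. Promoters were regions within 1 kb of any transcription start site in GENCODE v44 (human) or vM21 (mouse), and exon, intron and intergenic classes were taken from the region center. Promoter shares were compared with 10000 random draws of shared regions of the same list with the same number per decile of width and of score. Consensus sequences were searched on both strands of the whole region: HNF4 CAAAGTCCA, FOXA TGTTTAC, GATA AGATAAG, HNF1 GTTAATNWTTAA, AP-1 TGASTCA, CTCF CCASYAGRKGGC, TEAD ACATTCCA, ETS CCGGAAGT, KLF GGGYGTGGC and RUNX TGTGGTTT. Their shares were compared with 10000 draws matched on deciles of width and GC content, and each was set beside its own sequence written backwards, which keeps the composition. The 10 sequences in both one-list classes of a pair form a family of 20 comparisons, for which the central 95% of draws is given. Regions were drawn with replacement, and the shared regions of each bin were resampled for every draw. This resampling was added after the results had been seen once, because draws without it placed too many simulated sets that held no difference outside the central 95%. With it, FOXA and ETS in control-only regions, HNF4 in tumor-only regions and the promoter share of tumor-only regions moved from outside the draws to inside them.

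The loci of HNF4G, HNF4A, FOXA1, GATA6, PRMT1 and MYC, with 10 kb on each side, and of their mouse orthologs were examined in every list. Classical and basal gene lists of 24 and 25 genes were compared with 10000 random lists of protein-coding genes matched on the number of regions within 50 kb, and a region near more than one list gene was counted for each. A list was tested where at least 80% of its genes were found. Scores of shared regions were compared by Spearman's rho, each region with its longest overlap, and changes in score percentile were ranked among the shared regions. Runs of neighboring regions in one list were compared with 1000 random orders. Besides these loci, the genes named are those nearest to the 5 highest-scoring one-list regions of each list and the 5 protein-coding genes per list with the most one-list regions within 50 kb of a start site. One further locus and 2 of the highest-scoring control-only regions are not reported here. The subtype gene lists were written from memory. The comparisons, the overlap, promoter and gene distances, the variables matched on, the sequences, the gene lists and the rule for naming genes were fixed before the data were examined. Details set later were the change of shared regions at the loci, the random orders that kept chromosome and score decile, the resampling and drawing with replacement. Also set later were the pairing by longest overlap and the limit to protein-coding genes. The same holds for the counting of a region for each gene near it and the order among genes with equal counts.

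Alternatives covered the overlap that counts as shared, a stricter score threshold, lists of equal size, autosomes only, the promoter distance, protein-coding start sites, a window of 200 bp around the region center, matching on score, distal regions only, 1 mismatch, the window around genes and 1-to-1 pairs. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The functions were tested on simulated data. Overlap was right for 2000 of 2000 simulated pairs under each of the overlap rules, 5000 of 5000 planted sites were found, and 18 of 400 simulated sets without a difference (4.50%) fell outside the central 95% of draws, against 348 of 400 sets with a planted excess.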

Results

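Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into DNA that is not covered by nucleosomes, so that accessible regions collect reads. The 16 samples fell into 4 groups of 4 replicates. In HPAF-II, an established human pancreatic adenocarcinoma cell line, cells with a CRISPR knockout of the nuclear receptor gene HNF4G (HNF4G-KO) were set beside control (Cas9) cells. The other groups were mouse cell lines from the KPC model of pancreatic cancer: a primary tumor cell line and a cell line from liver metastases (mets). Each group was represented by 1 list of accessible regions standing for its 4 replicates. No value was therefore held per replicate, the read depth of the samples is unknown, and none of the differences below has a replicate check. Wilson 95% intervals cover counting error only.

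The control (Cas9) list held 118107 regions with a median width of 462 bp, covering 66.9 Mb, and the HNF4G-KO list held 97047 regions with a median width of 452 bp, covering 53.9 Mb. The KPC primary tumor list held 68074 regions with a median width of 516 bp, and the mets list held 80843 regions with a median width of 409 bp. The covered length was 40.8 Mb in the primary tumor list and 40.3 Mb in the mets list, so the mets list had more regions but covered slightly less of the genome. Merging overlapping or touching regions left every count as it was.

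The first comparison asked which accessible regions were listed with HNF4G and not without it, and the reverse. With 1 bp of overlap counted as shared, 29475 control regions (24.96%, 95% interval 24.7 to 25.2) had no counterpart in the HNF4G-KO list and are called control-only. In the other direction, 6556 HNF4G-KO regions (6.76%, 6.60 to 6.92) had no counterpart in the control list and are called KO-only. The stricter requirement that moved these counts the most was restriction to the upper 50% of each list by score, which left 1105 control-only and 27 KO-only regions. Control-only regions were narrower than shared ones (median 263 bp against 565 bp) and lower in the list by the deposited score (median percentile 17.9 against 62.1). In the weakest score decile of the control list, 75.5% of regions (74.7 to 76.3) were missing from the HNF4G-KO list. In the strongest decile, 3 of 11816 regions were missing, or 0.0254% (0.00864 to 0.0746). KO-only regions followed the same course, from 31.5% of the weakest decile to 0 of 9737 regions in the strongest, which allows a share of up to 0.0394%.

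**Figure D1:**
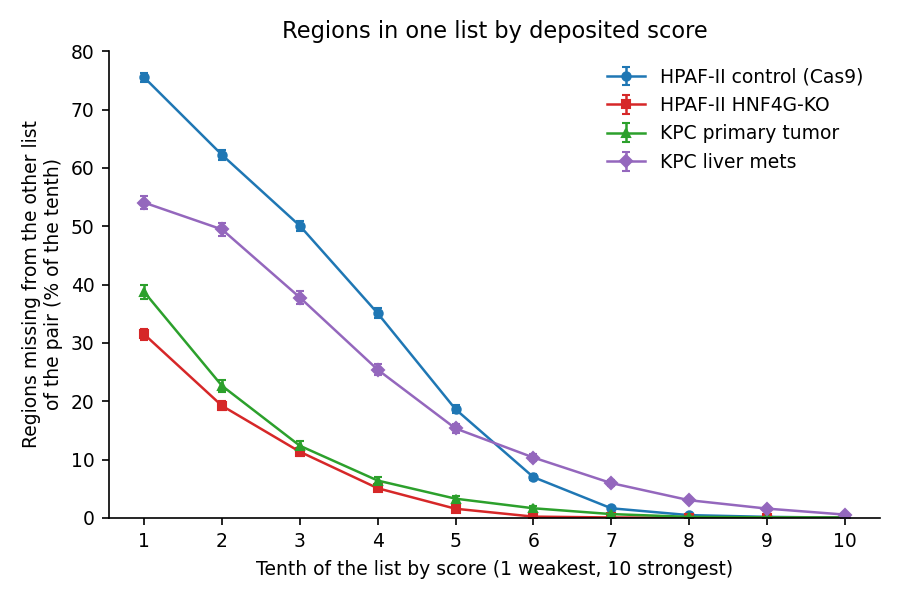
Share of regions missing from the other list of the pair (%, y axis) in each decile of a list by its deposited score (x axis, 1 weakest to 10 strongest), with Wilson 95% intervals as bars. In all 4 lists the share falls with score, from 75.5% to 0.0254% in the control (Cas9) list and from 54.1% to 0.556% in the KPC mets list.

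Regions in one list lay less often at promoters than shared regions, defined as within 1 kb of an annotated transcription start site. Of the control regions shared with the HNF4G-KO list, 28.2% (27.9 to 28.5) lay at promoters, against 14.2% of control-only regions (13.8 to 14.6). Shared regions drawn to the same widths and scores gave 18.4% (central 95% of 10000 draws, 17.6 to 19.1), so that control-only regions were 4.15 percentage points below them (difference -4.15), lower than all 10000 draws. Counting regions within 500 bp of the other list as shared moved this difference the most, to -8.61 points. Among KO-only regions 16.3% (15.4 to 17.2) lay at promoters, inside the range of 15.7% to 17.8% from the draws. By their centers, 49.3% of control-only regions were intronic and 32.8% intergenic, against 41.0% and 27.5% of the shared regions of the control list.

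Regions were then searched for the consensus sequences of 10 transcription factor families, HNF4 first because HNF4G was the gene removed. Control-only regions carried the HNF4 consensus (CAAAGTCCA) in 1.43% of cases (1.30 to 1.57), whereas shared regions matched on width and GC content carried it in 0.691% (central 95% of draws, 0.567 to 0.824). The rate was 2.07 times that of the matched regions, and none of 10000 draws reached it. KO-only regions carried it in 0.442% (0.308 to 0.635), below the 0.921% of matched shared regions (0.671 to 1.19). Without matching, shared regions of the control list, which are wider, carried the consensus in 1.65% (1.57 to 1.74). Allowing 1 mismatch moved the control-only difference the most, from 0.738 to 1.79 percentage points. The reversed consensus, which has the same base composition, differed by 0.0716 points in control-only regions and by 0.0934 points in KO-only regions, both inside the range of the draws.

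Of the 20 comparisons of 10 consensus sequences in control-only and KO-only regions, 10 fell outside the central 95% of draws, 4 higher and 6 lower, where 1 would be outside by chance. None of the 20 reversed sequences did. The GATA consensus went in opposite directions, with 4.007% of control-only regions against 4.34% of matched shared regions (draws 4.010 to 4.70) and 4.64% of KO-only regions against 3.47% (3.00 to 3.97). In control-only regions the GATA difference came inside the draws with 200 bp around the center (-0.258 points). It stayed outside them in the other alternatives, at -0.743 points when also matched on score. The FOXA consensus was found in 6.19% of KO-only regions against 5.51% (4.93 to 6.10), and in control-only regions it stayed inside the draws (6.22% against 6.60%). The excess of FOXA in KO-only regions fell inside the draws when they were also matched on score (0.444 points). The TEAD consensus was more frequent in control-only regions than in matched shared regions (2.60% against 2.19%). The CTCF and AP-1 consensus sequences were less frequent in both classes. CTCF was found in 2.66% of control-only regions against 5.02%, and in 1.94% of KO-only regions against 5.15%. AP-1 was found in 23.5% of control-only regions against 27.5%, and in 20.4% of KO-only regions against 25.4%. With draws also matched on score these differences were smaller and stayed outside the draws, at -0.638 points (control-only) and -1.59 points (KO-only) for CTCF and at -1.72 and -2.88 points for AP-1.

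**Figure D2:**
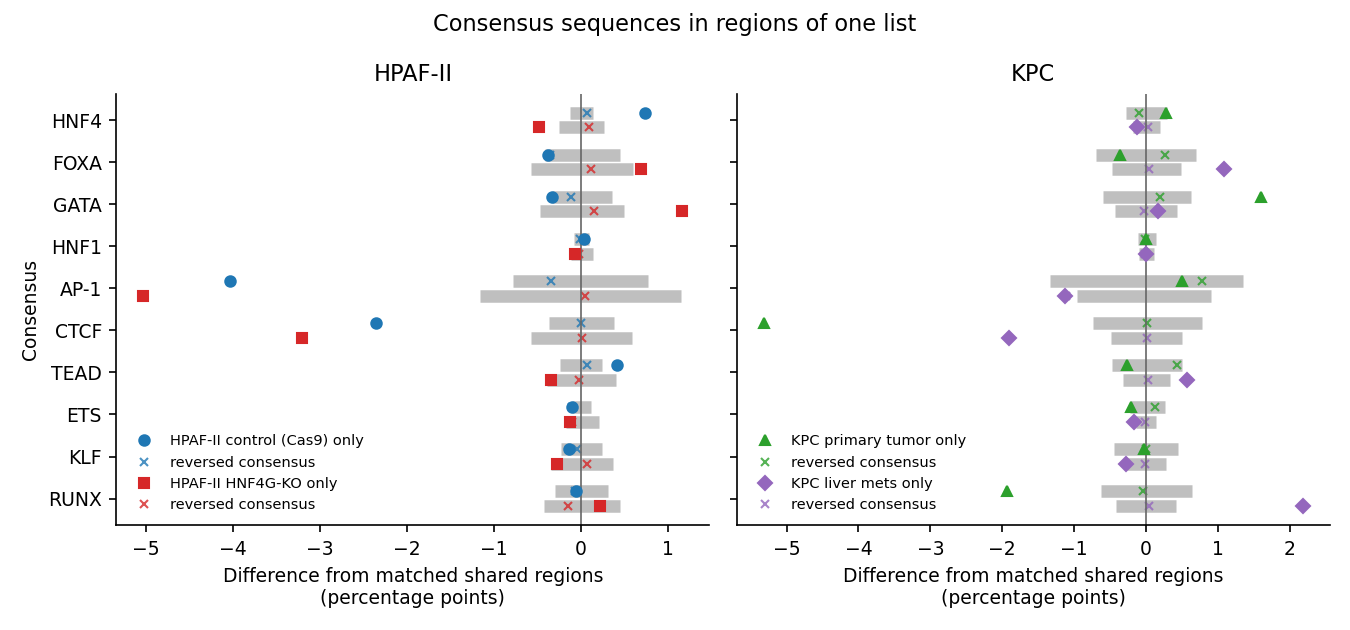
Difference between regions in one list and matched shared regions in the share carrying each consensus (percentage points, x axis) for 10 consensus sequences (y axis); gray bars are the central 95% of 10000 draws around their mean and crosses are the reversed sequences. HNF4 lies at 0.738 points in control-only and -0.479 points in KO-only regions, and FOXA at 1.08 points in mets-only regions.

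At HNF4G itself (hg38, chromosome 8, 75407914 to 75566834, plus strand), the gene body with 10 kb on each side held 12 regions in the control list, of which 3 were control-only, and 9 regions in the HNF4G-KO list, all shared. The region over the start site (75406872 to 75408185 in the control list) was at score percentile 82.4 in the control list and 82.7 in the HNF4G-KO list. Of the 9 shared regions, 7 ranked lower in the HNF4G-KO list, with a median change of -11.7 percentile points against -4.65 for all shared regions. Ranked among shared regions alone, 6 of the 9 fell (median change -5.23). By whole-list rank, GATA6 had nearly the same median change (-11.5 points, 3 of 3 shared regions lower). It was -3.38 at HNF4A, -1.67 at PRMT1, -1.57 at MYC and 0.165 at FOXA1. No comparison with random loci was made, so a fall particular to HNF4G is not shown. The control-only regions were intragenic, 34742, 64813 and 14869 bp from the nearest start site, at score percentiles 11.3, 44.5 and 55.0. HNF4A held 13 control regions, 2 of them control-only (score percentiles 5.44 and 28.1), and 11 HNF4G-KO regions, none of them KO-only. At PRMT1, 3 of 9 control regions were control-only (score percentiles 26.0, 10.4 and 35.5) and none of 5 HNF4G-KO regions was KO-only. GATA6 held 5 control regions and 4 HNF4G-KO regions, the latter all shared. Its 2 control-only regions were among the weakest of the control list (score percentiles 1.53 and 2.27). FOXA1 and MYC had no region in one list, with 2 and 4 control regions and 3 and 4 HNF4G-KO regions.

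**Figure D3:**
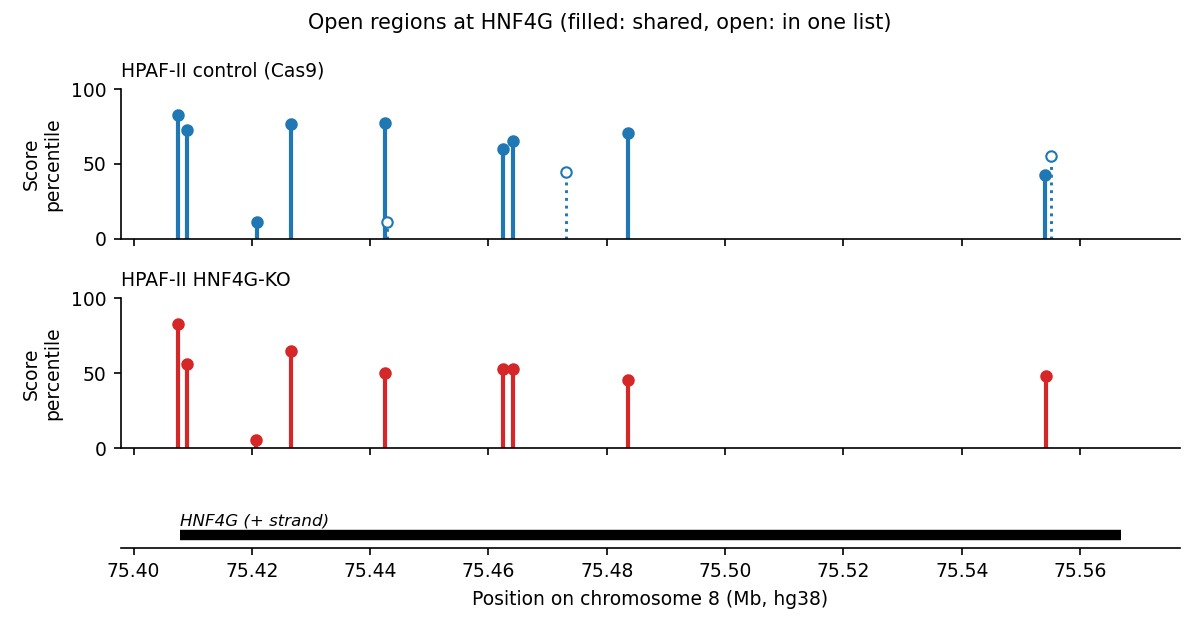
Regions of the control (Cas9) and HNF4G-KO lists at HNF4G on chromosome 8 (x axis, Mb, hg38), each drawn at its score percentile within its list (y axis); filled points are shared and open points are in one list, and the black bar is the gene body. The control list has 12 regions, 3 of them control-only, and the HNF4G-KO list has 9.

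Genes of the classical and basal expression subtypes were examined as lists fixed in advance. Within 50 kb of the start sites of the 24 classical genes, 19.9% of 276 control regions were control-only, at percentile 52.5 of 10000 random gene lists matched on region number (central 95%, 14.9 to 25.1). Around the 25 basal genes 14.8% of 283 control regions were control-only, below the random lists (15.2 to 25.4), at percentile 1.74. Among the 4 list comparisons in HPAF-II this was the only one outside the central 95%, and it lay inside it for regions within 10 kb or within 100 kb. KO-only regions made up 5.35% of the 243 HNF4G-KO regions around classical genes (percentile 43.1) and 6.77% of the 266 around basal genes (percentile 77.2).

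Shared regions ranked alike in the HPAF-II lists. Across the 88632 control regions shared with the HNF4G-KO list, Spearman's rho of the scores was 0.878, a value across regions, which are not independent replicates. It was 0.899 in the 82786 regions that paired 1 to 1. Shared regions with the HNF4 consensus fell by 2.502 percentile points at the median from control to HNF4G-KO (quartiles -10.6 and 3.40, 1464 regions), and the rest moved by 0.0482 points. The difference between them was -2.55 points, the furthest from 0 of the 10 consensus sequences. These regions were not matched for region type. Distal shared regions as a class moved by -2.20 points relative to those at promoters. Regions with TEAD moved by -1.44 and those with AP-1 by -1.15 points, whereas KLF (1.04) and ETS (0.670) rose. How much of the HNF4 difference this covers was not tested.

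The share of control-only regions differed between chromosomes. On the autosomes it ran from 18.5% on chromosome 10 (17.5 to 19.6) to 33.9% on chromosome 4 (32.7 to 35.3), and the KO-only share ran the opposite way, from 4.45% on chromosome 4 (3.82 to 5.16) to 10.7% on chromosome 10 (9.82 to 11.6). Restricted to distal regions, the spread of the control-only share widened from 15.4 to 17.4 percentage points. The longest run of neighboring control-only regions held 23 regions on chromosome 2 (139685238 to 141555158), where the longest run in 1000 random orders held 13. The longest KO-only run held 6 regions, a length reached in 9 of 1000 random orders, and in 33 of 1000 orders that kept chromosome and score decile, a test added after the results were seen.

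Of the 5 control-only regions with the highest scores, the first lay on chromosome 4 (136319780 to 136320773, score percentile 94.7) in an intron of a long noncoding RNA gene, 1208778 bp from the start site of the nearest protein-coding gene, PCDH18. The second lay on chromosome 4 (175114591 to 175115112), also in an intron of a long noncoding RNA gene, with ADAM29 as the nearest protein-coding gene. The third was only 45 bp wide, with TMEM18 as the nearest protein-coding gene. The highest KO-only region overlapped a start site of SLC23A2 on chromosome 20 (5000903 to 5001675, score percentile 71.1). The next were nearest to SPDYE21, NUPR2, RBMS1 and DUX4, and the last of these was 1 bp wide. The genes with the most control-only regions within 50 kb of a start site were RUNX1 (18 of 46 control regions), INPP4B (17 of 35), ITPR2 (16 of 42), RPS6KA2 (16 of 42) and KALRN (15 of 53). The genes with the most KO-only regions were CDH23 (10 of 43 HNF4G-KO regions), NOC2L (8 of 23), CHMP6 (7 of 16), SAMD11 (7 of 20) and KLHL17 (6 of 20), of which NOC2L, SAMD11 and KLHL17 are neighbors on chromosome 1.

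In the KPC lines the question was which accessible regions differ between the primary tumor and the liver mets. Of the mets regions, 16355 (20.2%, 19.96 to 20.5) had no counterpart in the primary tumor list and are called mets-only. Of the primary tumor regions, 5794 (8.51%, 8.30 to 8.72) were tumor-only. With lists of equal size, the strongest 61266 regions of each, the order turned, with 7970 mets-only and 8891 tumor-only regions. In the strongest score decile, 0.556% of mets regions (0.416 to 0.744) and 0.0587% of primary tumor regions (0.0228 to 0.151) were missing from the other list.

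Mets-only regions lay far less often at promoters than shared mets regions, 12.8% (12.3 to 13.3) against 29.8% (29.4 to 30.1). Shared regions matched on width and score gave 24.0% (23.1 to 24.8), a difference of -11.2 percentage points that lay below all 10000 draws. For tumor-only regions the share was 19.02% (18.0 to 20.1), inside the draws (19.002 to 21.3). With start sites within 500 bp the tumor-only difference changed direction, from -1.15 to 0.511 points. By their centers 41.5% of mets-only regions were intergenic, against 31.6% of shared mets regions.

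The FOXA consensus (TGTTTAC) was the first comparison in the KPC lists. It was found in 7.59% of mets-only regions (7.19 to 8.004) against 6.51% of shared regions matched on width and GC content (central 95% of draws, 6.03 to 7.001), and 1 of 10000 draws reached that share. Matching on score as well moved the difference the most, from 1.08 to 0.899 percentage points. Tumor-only regions carried it in 5.92%, inside the draws (5.59 to 6.97). The reversed FOXA sequence differed by 0.0485 points in mets-only regions. The HNF4 consensus was inside the draws in both classes, at 0.862% of mets-only regions (draws 0.801 to 1.19) and 1.24% of tumor-only regions (draws 0.690 to 1.26).

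Of the 20 KPC comparisons, 10 fell outside the central 95% of draws, 4 higher and 6 lower, and 2 of the 20 reversed sequences did. The RUNX consensus differed in opposite directions, with 6.85% of mets-only regions against 4.67% (draws 4.26 to 5.09) and 3.00% of tumor-only regions against 4.94% (4.31 to 5.57). The GATA consensus was found in 6.52% of tumor-only regions against 4.92% (4.31 to 5.54) and stayed inside the draws in mets-only regions (5.26% against 5.10%). The TEAD consensus was found in 3.52% of mets-only regions against 2.95%. CTCF was less frequent in both classes, at 2.12% of tumor-only regions against 7.44% and 4.52% of mets-only regions against 6.43%, and with matching on score the differences were -3.91 and -0.613 points, both outside the draws. In tumor-only regions AP-1 was inside the draws (0.498 points) and passed above them with matching on score (3.503 points). The AP-1 difference in mets-only regions (-1.13 points) was matched by that of its reversed sequence (-1.11 points) and turned to 0.507 points in draws also matched on score.

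At Hnf4g (mm10, chromosome 3, 3508030 to 3658052, plus strand) the mets list held 8 regions, 3 of them mets-only, and the primary tumor list held 5, all shared. None of the 5 shared regions ranked lower in the mets list, with a median change of 15.2 percentile points against 3.67 for all shared regions. Ranked among shared regions alone, 1 of the 5 fell (median change 11.3). As at HNF4G, this comparison was added later and had no alternatives. Hnf4a held 10 mets regions, 4 of them mets-only, and 6 primary tumor regions, all shared. At Foxa1 both lists held 6 regions, of which 2 were tumor-only and none was mets-only. Prmt1 and Myc each held 2 mets-only regions among 5 and 8, and no tumor-only region. Gata6 had 1 region in each list, both of them shared. The classical and basal lists could not be tested in mouse, because 79.2% and 76.0% of their genes had a mouse gene of the same symbol, short of the 80% set in advance.

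Shared KPC regions also ranked alike, with a Spearman's rho of 0.855 across 62280 primary tumor regions and 0.861 in the 59181 that paired 1 to 1. From primary tumor to mets, shared regions with the CTCF consensus rose by 2.29 percentile points at the median relative to the rest, those with the RUNX consensus by 1.23 points, and those with the FOXA consensus by 0.0642 points.

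Across the mouse autosomes the mets-only share ran from 13.3% on chromosome 8 (12.3 to 14.4) to 29.4% on chromosome 13 (28.0 to 30.8). The tumor-only share ran from 5.34% on chromosome 13 (4.58 to 6.22) to 14.5% on chromosome 8 (13.4 to 15.7). The longest run of mets-only regions held 25 regions on chromosome 15 (69291391 to 72117066), against at most 10 in 1000 random orders. Among distal regions alone the longest run was another, with 30 mets-only regions on chromosome 13 (117235488 to 119400503), against at most 12 in random orders. The longest tumor-only run held 7 regions on chromosome 6 (130767958 to 131075376), against at most 6. Orders that kept chromosome and score decile reached 7 in 23 of 1000, and random orders of distal regions in 5 of 1000.

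**Figure D4:**
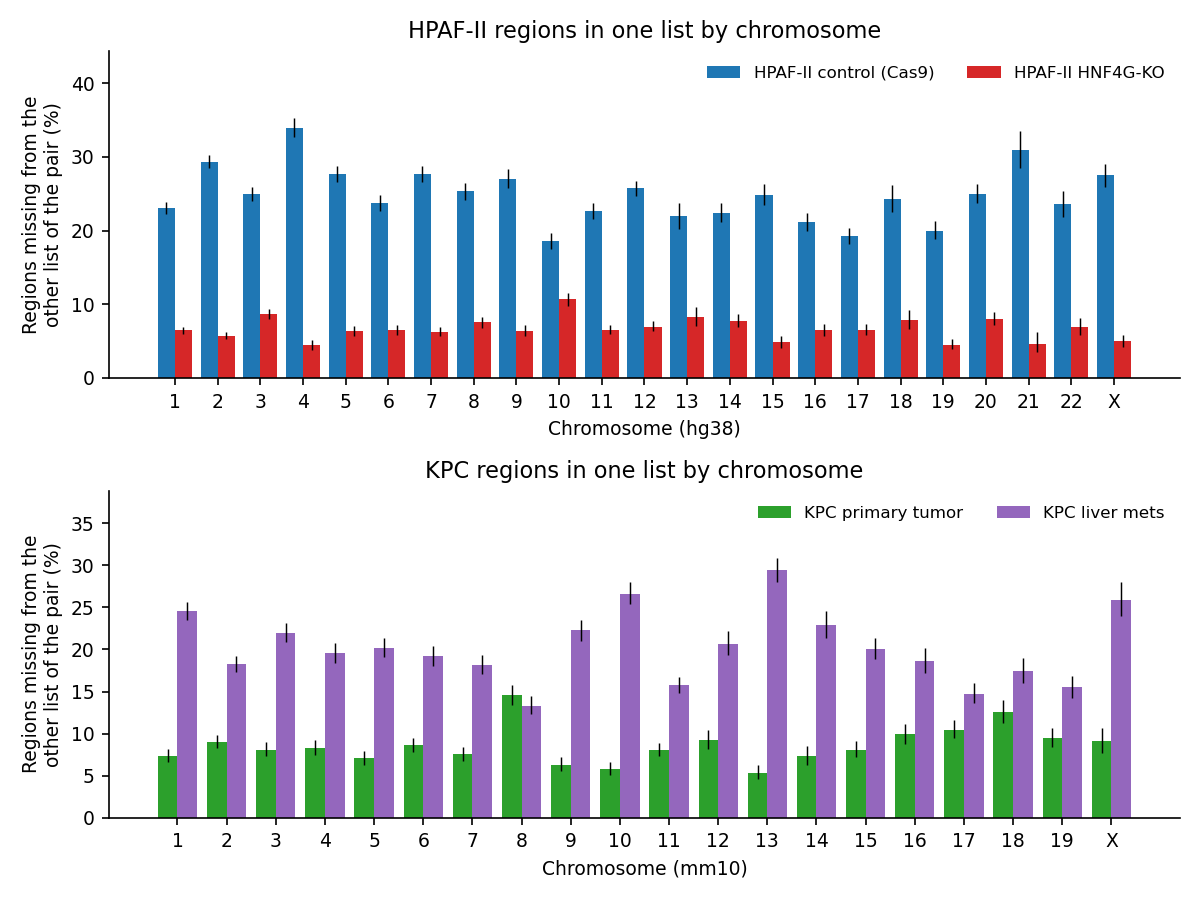
Share of regions missing from the other list of the pair (%, y axis) on each chromosome (x axis) in the HPAF-II lists (top, hg38) and the KPC lists (bottom, mm10), with Wilson 95% intervals as bars; chromosome Y, with at most 8 regions per list, is left out. In each pair the chromosome with the highest share in one direction has the lowest autosomal share in the other, as on human chromosome 4 (33.9% and 4.45%) and mouse chromosome 13 (29.4% and 5.34%).

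The mets-only region with the highest score lay between genes on chromosome 4 (17107937 to 17108411, score percentile 99.2), 744482 bp from the nearest protein-coding start site, that of Mmp16. The next lay nearest to Olfm4, Lef1, Sorl1 and Pkdcc, the one at Sorl1 in an intron of the gene. The highest tumor-only region lay in a coding exon of Usp47 on chromosome 7 (112103730 to 112104204, score percentile 96.5). The next were in introns of Rttn and Wwox, 348 bp from an annotated start site in a region whose nearest protein-coding start site, that of Ptprt, was 286491 bp away, and in an intron of Akap9. The genes with the most mets-only regions within 50 kb of a start site were Kalrn (16 of 29 mets regions), Dclk1 (15 of 18), Rgs3 (14 of 17), Nav2 (14 of 43) and Carmil1 (13 of 23). Those with the most tumor-only regions were Msi2 (8 of 23 primary tumor regions), Btbd9 (8 of 24), Lpp (8 of 39), Sema4g (7 of 18) and Mrpl43 (7 of 20), of which Sema4g and Mrpl43 are neighbors on chromosome 19.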

Values the study reported

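With ATAC-seq in HPAF-II cells, the study reported 5,203 regions that closed and 4,275 regions that opened when HNF4G was depleted.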

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

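For 98 results, values were recomputed under alternatives fixed before the data were examined, 274 in all. Shares by score decile, the change of shared regions at the loci and changes in score percentile for sequences other than HNF4 and FOXA were not among them. Nor were the named regions and genes and the relations across chromosomes. For 50 of the 98 results no alternative changed the call: direction and side of the draws for a tested value, within 1.5 times for a count, within the counting interval or a fixed margin for other values. Sizes moved within this. CTCF in control-only regions went from -2.36 points to -0.638 (matched on score) and -6.55 (1 mismatch), promoters in control-only regions from -4.15 to -8.61 (regions within 500 bp shared), and the longest mets-only run from 25 regions on chromosome 15 to 30 on chromosome 13 (distal regions). No paired analysis was possible because the groups share replicate numbers in their labels but each list holds no value per replicate. For the same reason the fits leaving out each replicate in turn and the fit with a replicate block were not run, and the alternatives for the mouse subtype lists were not run because the lists fell short of the minimum.

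The counts of regions in one list changed most. In the upper 50% of each list by score they fell to 1105 control-only, 27 KO-only, 178 tumor-only and 1757 mets-only regions. In lists of equal size they were 11996, 10217, 8891 and 7970 in the same order, and there lists of equal length force the counts of a pair close to each other. With a reciprocal overlap of 50%, KO-only regions rose to 16951 and tumor-only regions to 9024.

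Promoter differences from matched draws changed direction to 0.457 points (start sites within 500 bp) and 0.186 points (protein-coding genes) in KO-only regions, and to 0.511 points (within 500 bp) in tumor-only regions. They passed outside the draws at -4.87 points in KO-only and -7.46 points in tumor-only regions when regions within 500 bp counted as shared, and at -3.11 points in tumor-only regions for start sites within 2.5 kb. Restriction to distal regions widened the spread between autosomes to 17.4 points (control-only), 6.94 (KO-only), 10.7 (tumor-only) and 16.9 (mets-only). The cause was not tested for these changes or those below.

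For the FOXA consensus, the difference passed outside the draws at -0.464 points in control-only regions (200 bp around the center), at -0.890 points in control-only and -0.738 points in tumor-only regions (also matched on score). In KO-only regions it came inside the draws at 0.382 points (200 bp) and 0.444 points (matched on score). For HNF4 it passed outside the draws at 0.397 points in tumor-only and -0.210 points in mets-only regions (regions within 500 bp shared), and at 0.997 points in tumor-only regions (1 mismatch).

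Around classical genes the difference from random lists changed direction to -0.4995 points (10 kb) and -0.349 points (unmatched lists) for control-only regions, and to 2.41 points (10 kb) and 0.432 points (100 kb) for KO-only regions. Around basal genes the control-only difference came inside the random lists at -4.91 points (10 kb) and -3.82 points (100 kb).

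Other consensus sequences changed direction as follows. With 200 bp around the center, AP-1 in tumor-only regions turned to -0.895 points, inside the draws, whereas it passed above them at 3.503 points (matched on score) and 2.22 points (regions within 500 bp shared), and in mets-only regions GATA turned to -0.0344 and HNF1 to -0.00666. With matching on score, HNF1 turned to -0.0368 in tumor-only regions, and in mets-only regions GATA turned to -0.184, HNF1 to -0.0540 and AP-1 to 0.507. With regions within 500 bp shared, RUNX turned to 0.0476 in control-only regions, HNF1 to -0.0149 in tumor-only and -0.00736 in mets-only regions, and AP-1 to 0.476 in mets-only regions. With 1 mismatch, HNF1 turned to 0.0405 and KLF to 0.786 in KO-only regions, and HNF1 to -0.209 in mets-only regions. In distal mets-only regions HNF1 turned to -0.00700. Among results on single loci, the other consensus sequences and the runs, 6 became weaker, 7 stronger (the AP-1 values above among them) and 16 moved.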

Other observations

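The tests of the RUNX consensus, of the GATA consensus and of the runs of neighboring regions below were chosen only after the result was seen.

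The count here was 29475 control-only regions. That is higher than the value quoted from the study above. The count here was 6556 KO-only regions. That is higher than the value quoted from the study above. Presence or absence in a list was counted here. The study's figure plots changes in ATAC-seq signal, combines 4 replicates and marks statistically significant values, with the test not named in its methods. These are unlike measures, so the higher counts here do not mean that more regions changed. The study's counts of closed and opened regions were also nearer to each other than the counts here.

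More regions were control-only than KO-only, and more were mets-only than tumor-only. A lower depth or calling power of the HNF4G-KO and primary tumor lists may account for both, since a weaker library loses weak regions and keeps strong ones. In the strongest decile 0.0254% of control regions were missing from the HNF4G-KO list, which leaves this explanation open for HPAF-II. In the mets list, 3.03%, 1.58% and 0.556% of deciles 8, 9 and 10 were missing from the primary tumor list. The other direction gave 0.162%, 0.0879% and 0.0587%. These values argue against this explanation for the strong mets-only regions, since a weaker list would keep strong ones. Most mets-only regions were weak (median score percentile 19.4), and for them it stays open. In HPAF-II a loss of accessibility limited to weak regions would give the same values. The counts therefore cannot be read as net closing after HNF4G loss or net opening in liver mets.

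The higher rate of the HNF4 consensus in control-only regions is not covered by region strength, because with matching on score as well the difference was 0.744 percentage points, outside the draws, or by base composition, because the reversed sequence differed by 0.0716 points. A candidate explanation is loss of accessibility at HNF4 sites in cells without HNF4G, a hypothesis on 1 list per group. The consensus was carried by 1.43% of control-only regions, and the difference amounts to 217.5 regions for an exact match. With 1 mismatch allowed the difference was larger, at 1.79 percentage points, so this number depends on how strictly the sequence is defined. It is an excess over matched shared regions, which carry the sequence too, and no HNF4G binding data were used. How much of the 29475 reflects direct loss therefore cannot be given. Differences between cell clones were not tested.

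In mets-only regions the FOXA difference was 0.899 points with matching on score and 0.0485 points for the reversed sequence, and the RUNX difference was 2.02 points against 0.0432 points. In KO-only regions the GATA difference was 1.00489 points against 0.147 points. Region strength and base composition therefore do not cover these differences. Higher activity of factors that bind these sequences may be behind them, as hypotheses, with differences between clones and in culture left untested. Relative to the rest, shared regions with the RUNX consensus rose by 1.23 percentile points from primary tumor to mets. Those with FOXA rose by 0.0642 points, and those with GATA moved by -0.0869 points from control to HNF4G-KO. Shared regions thus showed little or no such rise for FOXA and GATA. The RUNX rise was not matched for region type. From primary tumor to mets, distal shared regions rose by 0.958 points relative to those at promoters. Those with CTCF rose by 2.29 points relative to the rest, although CTCF was less frequent in mets-only regions. The RUNX rise therefore cannot be read as separate evidence for that hypothesis.

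Chromosomes differed in the share of regions in one list. Copy number is a candidate explanation, since a lost chromosome yields fewer reads in every region, shared promoters included. Across the 22 human autosomes, the share of distal control-only regions fell as shared promoters ranked higher in the HNF4G-KO list relative to control (Spearman's rho -0.756, permutation p 9e-05, adjusted over 4 relations 0.00012). Without chromosomes 4 and 10 rho was -0.675. Across the 19 mouse autosomes the corresponding rho for mets-only regions was -0.679 (p 0.00215, adjusted 0.00215), and without chromosomes 8 and 18 it was -0.600. Copy number was not measured, and a change in accessibility along whole chromosomes would give the same relation.

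The run of 23 control-only regions overlapped LRP1B, and the run of 25 mets-only regions spanned Fam135b and Col22a1. In distal regions alone, the longest mets-only run was that of 30 regions on chromosome 13. The spans of the runs of 23 and 25 held 0 regions of the other list, and that of the run of 30 held 1. The run of 30 leaves promoters out, so its span can hold shared promoter regions. A run among all regions by its definition holds no shared region. Only regions in the other list alone (6.76% of the HNF4G-KO list and 8.51% of the primary tumor list) had a chance to lie there. The 0 therefore adds little to the runs of 23 and 25 themselves. LRP1B, Fam135b and Col22a1 were chosen after their values were seen. Region strength and chromosome do not cover the runs of 23 and 25, since 0 of 1000 orders that kept both reached the control-only run and 0 of 1000 the mets-only run. For these runs a candidate explanation is deletion of the segment in the cells of the other list, which was not tested, nor was a change in accessibility across the domain.

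The HPAF-II lists held regions as narrow as 4 bp (control) and 1 bp (HNF4G-KO), and 6 and 5 regions under 200 bp, where the narrowest KPC regions were 200 bp. Their origin was not tested, and no biological explanation was tested.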
